A study of Homo sapiens with 6 samples. Its data were reported in "Co-regulated gene expression by oestrogen receptor α and liver receptor homolog-1 is a feature of the oestrogen response in breast cancer cells" (2013).

How the data were processed

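Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in MCF-7, an oestrogen receptor-positive human breast cancer cell line. Oestrogen receptor α (ERα) was precipitated from cells transfected with a non-targeting siRNA (siControl) or with siRNA against LRH-1 (siLRH-1), with 2 libraries for each siRNA. An antibody against the HA epitope was used on cells transfected with HA-tagged LRH-1 (HA-LRH-1) or with an empty vector, with 1 library for each (replicate 2). The control's title names a pcDNA vector, while the study's methods name a pCI plasmid for HA-LRH-1. Removing vector peaks may therefore not remove signal from all plasmid sequence. Each library was placed in its group from its title.

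The submitters' processing notes name BWA (an aligner), MACS version 1.3.7.1 (a peak caller) and the genome build hg19. Peaks were called by the authors separately for each library against an input, so each replicate has a list of its own. The deposited files are peak lists in which each peak has a position and a score that the authors' peak caller gave it. A score was used only to rank or filter peaks within its own list. Many strong peaks share a score of 3100, so ranks at the top of a list are tied. Both replicate 1 ERα lists were called against 1 input, and all replicate 2 lists, including the HA lists, against another. Replicate and input therefore cannot be told apart. Read depth and read intensity were not in the files used here, so peak numbers were not scaled for depth and binding intensity was not analysed here. How far LRH-1 was depleted by the siRNA cannot be read from peak lists and was not analysed here.

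A consensus ERα site was the merged interval of overlapping peaks (by 1 bp or more) of both replicates of a group. This follows the study, which used peaks found in both replicates. An HA-LRH-1 site was a peak of the HA-LRH-1 list that overlapped no vector peak. Below, sites with or without LRH-1 are sites with or without an HA-LRH-1 site. Tagged LRH-1 was expressed from a plasmid in other cells than those given siRNA, and the cells' own LRH-1 was not mapped. A site without LRH-1 may still bind it, since the study reported LRH-1 signal under its peak threshold at further ERα sites. The study's rule of 2 replicates could not be applied to HA-LRH-1, so counts of its sites are not at the study's threshold. A siControl site was called kept where it overlapped a siLRH-1 consensus site. It was called lost where neither siLRH-1 list had a peak there, and a siLRH-1 site was called gained where neither siControl list had a peak. The strength of a siControl site was the mean of its percentile ranks in the siControl lists, and that of a gained site the mean in the siLRH-1 lists.

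The number of peaks was compared between siRNAs with a two-sided exact permutation test. Being kept was compared between sites with and without an HA-LRH-1 site by a two-sided Mantel-Haenszel test over 10 strata (deciles) of strength. Overlap of HA-LRH-1 and ERα sites was set against 1000 random placements of the sites on their own chromosomes. Shares of sites were compared with two-sided Fisher's exact tests, and motif tests were adjusted by the Benjamini-Hochberg method. Intervals for shares are 95% Wilson intervals, and those for peak numbers exact Poisson intervals. Sites are not replicates, so these tests and intervals describe these libraries and cover counting error only. Nothing in the labels says that replicates came from separate cultures, so the spread between them may be technical.

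Positions are given 1-based on hg19. Genes were taken from GENCODE release 44 mapped to GRCh37, the same assembly, and sequence from GRCh37. A site was placed by its midpoint in a promoter (up to 3 kb upstream of a transcription start), a 5′ UTR, a coding exon, a 3′ UTR, an intron, the 3 kb downstream of a gene, or distal intergenic sequence. A gene had a proximal site if a site lay in its body or up to 20 kb upstream. Motifs were searched on both strands within 100 bp of the site midpoint and in flanking windows 2 kb to each side. The motifs were LRH-1 (YCAAGGYCR), the oestrogen response element (ERE; GGTCANNNTGACC with at most 1 mismatch), FOXA1 (TRTTTAC), GATA (AGATAAG), AP-1 (TGASTCA) and AP-2 (GCCYNNRGGC).

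The 9 gene lists, fixed before the data were examined, held oestrogen response genes, luminal transcription factors, receptor coregulators, LRH-1 metabolic and steroid targets, LRH-1 cell cycle targets, retinoid pathway genes and housekeeping genes, with muscle genes and basal and mesenchymal breast genes standing for other lineages. The number of genes with a proximal site was set against 10000 random lists matched on decile of gene span, drawn from 20136 protein-coding genes. This permutation test was one-sided, and its p-values were adjusted over 27 tests (9 lists and 3 sets of sites). Some genes stand in more than 1 list. Named in the text are the study's loci TFF1, NRIP1, AGR3, PDZK1, RET, GREB1 and ELOVL2, up to 4 genes per list and set of sites by the rank or score of their best site (with ties in alphabetical order, or all named), and the 10 leading sites each among HA-LRH-1 sites shared with siControl ERα sites, HA-LRH-1 sites in no ERα list, lost ERα sites and gained ERα sites. Any other gene or region was chosen after its values were seen.

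The odds ratio over strength strata, the random placements, the motif search and the gene list test were tested on simulated data. With a true odds ratio of 0.7 on the 28416 siControl sites, the mean estimate was 0.703 and 94 of 100 intervals held the truth. With a true odds ratio of 1 the mean was 1.00 and 97 of 100 intervals held it. In both cases sites were drawn independently at the kept rate of their own decile. The simulation therefore does not cover differences between libraries, such as list length or GC content. Randomly placed sites overlapped at 1.08 times the random level, and a planted overlap of 30.1% of 12153 sites was found as 31.6%. A motif planted in 20.2% of 5000 windows was found in 21.1%. Of 200 random gene lists, 4% had p under 0.05.

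Alternatives fixed beforehand were leaving out each replicate, the replicate number as a block, overlap of at least 50% or midpoints within 250 bp, a score of at least 100, lists cut to equal length, merging of peaks of either replicate, merging over gaps of 500 bp, vector peaks kept, random shifts of 10 to 100 kb, the siLRH-1 list in place of siControl, no strength strata, a promoter of 1 kb, gene windows of 50 kb or 3 kb from a start, motif windows of 250 bp, and EREs with 0 or 2 mismatches. Strata by GC content, by promoter location and in 50 steps of strength were added after results were seen. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pyfaidx 0.9.0.4 and matplotlib 3.10.9.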

Results

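ERα and HA-tagged LRH-1 binding was mapped by ChIP-seq in 6 libraries from MCF-7 cells. LRH-1 (liver receptor homologue 1, encoded by NR5A2) is an orphan nuclear receptor that binds DNA as a monomer. ERα was precipitated from siControl cells (46913 peaks in replicate 1 and 31934 in replicate 2) and from siLRH-1 cells (31748 and 35637 peaks). HA was precipitated from cells transfected with HA-LRH-1 (12229 peaks) or with empty vector (186 peaks). Median peak widths lay between 653 and 967 bp. The comparisons asked where LRH-1 binds, how far it shares sites with ERα, and what happens to ERα sites when LRH-1 is depleted.

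Tagged LRH-1 gave many more peaks than the vector. The HA-LRH-1 list held 65.7 times as many peaks as the vector list, whose count of 186 has a Poisson interval of 160 to 215. Of the vector peaks, 72 (38.7%, 32.0 to 45.9%) were also in the HA-LRH-1 list. Removing the 76 HA-LRH-1 peaks that overlapped a vector peak left 12153 HA-LRH-1 sites. Each HA group has 1 library, so neither number has a replicate check.

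LRH-1 was found at many sites of ERα. Of the HA-LRH-1 sites, 3569 (29.4%, 28.6 to 30.2%) overlapped a siControl ERα site, and 5035 (41.4%) overlapped a peak in at least 1 of the 4 ERα lists. Seen from ERα, 3456 of 28416 siControl sites (12.2%, 11.8 to 12.5%) held an HA-LRH-1 site. The strongest shared HA-LRH-1 site lay at chromosome 8, 128680151 to 128681709, 66.8 kb upstream of MYC, a cell growth regulator, with a score of 2590. The next was in an intron of TFRC, the transferrin receptor gene (chromosome 3, 195782333 to 195783352). The other 8 leading shared sites were nearest to GPR37L1, ENSG00000258989, JADE2, VAV2, SIAH2, ZMIZ1, RNF19A and PREX1. All 10 were present in all 4 ERα lists.

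Random placement of the HA-LRH-1 sites gave a mean overlap of 1.91%, so the observed share was 15.4-fold higher (permutation p = 0.001, the smallest 1000 placements can give). Shifting each site by 10 to 100 kb, which keeps it in the same neighbourhood, gave 3.57%, an 8.23-fold excess. Vector peaks also overlapped ERα sites more than random placements did (14.0% of 186, 4.60-fold, or 3.81-fold with the shift), and these were removed from the HA-LRH-1 sites. Neither kind of placement was limited to open chromatin, so these values do not show how far the sharing is particular to LRH-1.

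The HA-LRH-1 sites with the highest scores outside all ERα lists were led by NR5A2 itself. Of the leading 10, 5 lay on coding exons of NR5A2, with scores from 1502 to 3100. The other 5 were nearest to ZMYND8, TBX2, SMARCD2, HBB, a globin gene, and HMGB1P1. The HBB site (chromosome 11, 5247942 to 5248336) had a score of 1265, and whether plasmid DNA gave this peak was not tested. The SMARCD2 site (chromosome 17, 61917731 to 61918783) lay 1569 bp downstream of the nearest SMARCD2 start and was classed as promoter from the start of another transcript. Within NR5A2 (chromosome 1, 199996742 to 200146548) all 7 HA-LRH-1 peaks lay on coding exons, which make up 1.08% of the gene. The transfected plasmid carries LRH-1 coding sequence, and the ERα lists had 6 or 7 peaks each inside the gene with 0 on a coding exon.

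LRH-1 occupied strong ERα sites more often than weak ones. An HA-LRH-1 site was present at 5.39% of the weakest decile of siControl ERα sites and at 25.5% of the strongest. Strong HA-LRH-1 sites in turn were more often shared with ERα, at 55.3% of the top decile and 21.7% of the bottom decile. Over all 28416 sites Spearman's rho between strength and occupancy was 0.156, given as a description since sites are not independent replicates.

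**Figure D1:**
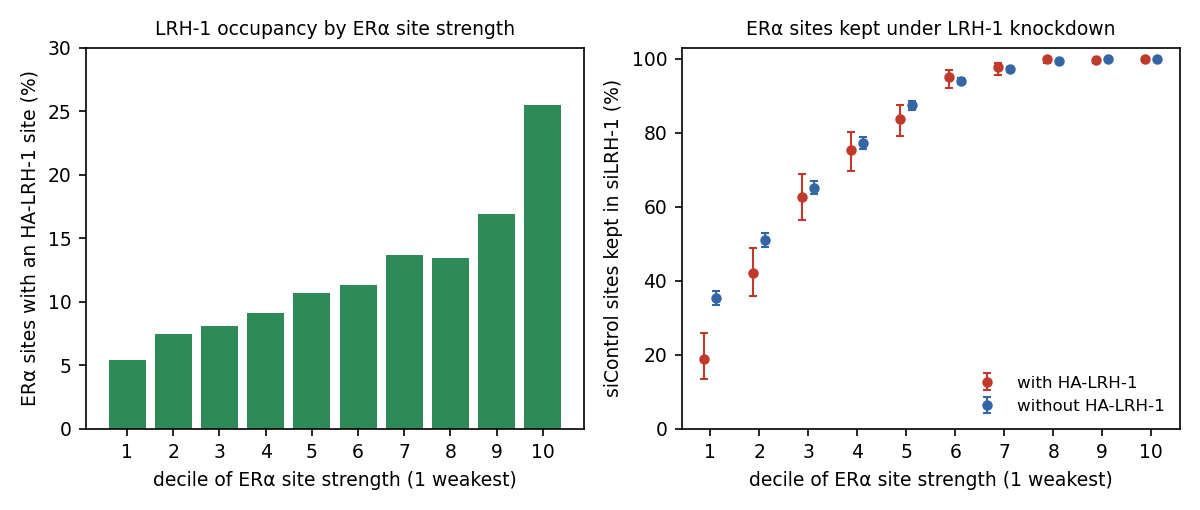
Left, bars give the share of siControl ERα sites with an HA-LRH-1 site (%) per decile of ERα site strength (1 weakest), and right, points give the share of sites kept in siLRH-1 (%) per decile for sites with and without HA-LRH-1, with 95% Wilson intervals. Occupancy rises from 5.39% to 25.5%, and in the upper 5 deciles 98.9% of sites with and 98.1% without LRH-1 are kept.

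LRH-1 sites lay closer to genes than ERα sites. Sites were grouped as LRH-1-only (8584 HA-LRH-1 sites without a siControl ERα site), shared (3456 siControl sites with HA-LRH-1) and ERα-only (24960 siControl sites without it). Promoters held 11.5% of LRH-1-only, 9.26% of shared and 5.29% of ERα-only sites. Distal intergenic sequence held 37.9%, 43.4% and 49.5% of the same groups, and introns 43.5%, 41.8% and 41.0%. The median distance to the nearest transcription start was 19425 bp for LRH-1-only sites, 25334 bp for shared sites and 47242 bp for ERα-only sites. The 186 peaks of the vector control were also close to genes (12.9% in promoters, median 23946 bp), so background of the HA antibody was not excluded as a source of this nearness, although 38.7% of these peaks were themselves in the HA-LRH-1 list. By Fisher's exact test, the odds of a promoter location were 2.32 times higher in LRH-1-only than in ERα-only sites (p = 5.67e-77). By the same exact test they were 1.83 times higher in shared than in ERα-only sites (p = 1.58e-18) and 1.27 times higher in LRH-1-only than in shared sites (p = 0.000362).

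**Figure D2:**
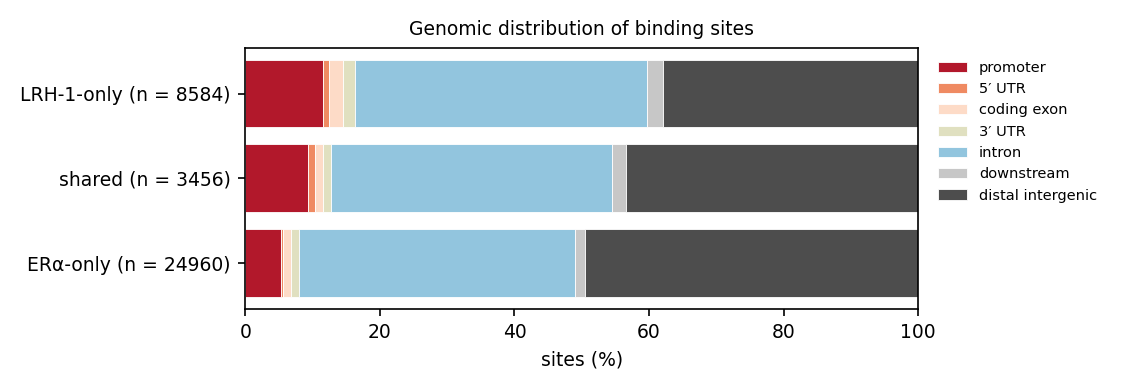
Stacked bars show the share of sites (%, x axis) in each genomic category for LRH-1-only, shared and ERα-only sites. Promoters hold 11.5%, 9.26% and 5.29% of the 3 groups.

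The LRH-1 motif marked LRH-1-only sites and, less often, shared sites. It was present at 29.6% of LRH-1-only, 12.9% of shared and 2.73% of ERα-only sites, against 2.02%, 2.14% and 1.60% in their flanks. The ERE went the other way, at 1.08%, 6.13% and 10.1%. The motif of FOXA1, a pioneer factor for ERα, was present at 4.85%, 10.3% and 16.9%, and that of GATA factors at 2.75%, 4.83% and 6.35%. The AP-1 motif was most frequent in shared sites (14.8%, against 11% of LRH-1-only and 10.7% of ERα-only sites), as was that of AP-2 (7.81%, against 5.63% and 4.71%). Windows were centred on the ERα site for shared and ERα-only sites, but on the HA-LRH-1 peak for LRH-1-only sites. How far this centring lowers the LRH-1 motif share of shared sites below that of LRH-1-only sites was not tested.

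Shared sites differed from ERα-only sites for all 6 motifs in Fisher's exact tests adjusted over 18 tests. In these exact tests the odds ratio was 5.30 for LRH-1 (adjusted p = 2.49e-127), 1.72 for AP-2 (adjusted p = 4.18e-13) and 1.46 for AP-1 (adjusted p = 4.92e-12). It was below 1 in the exact tests for the ERE (0.582, adjusted p = 1.25e-14), FOXA1 (0.564, adjusted p = 6.66e-25) and GATA (0.749, adjusted p = 0.000433). Between LRH-1-only and ERα-only sites the odds ratio for the LRH-1 motif was 15.0. GC content, which bears on motif frequency, averaged 51.4% (SD 8.59) at ERα sites with LRH-1 and 45.0% (SD 9.11) at those without.

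**Figure D3:**
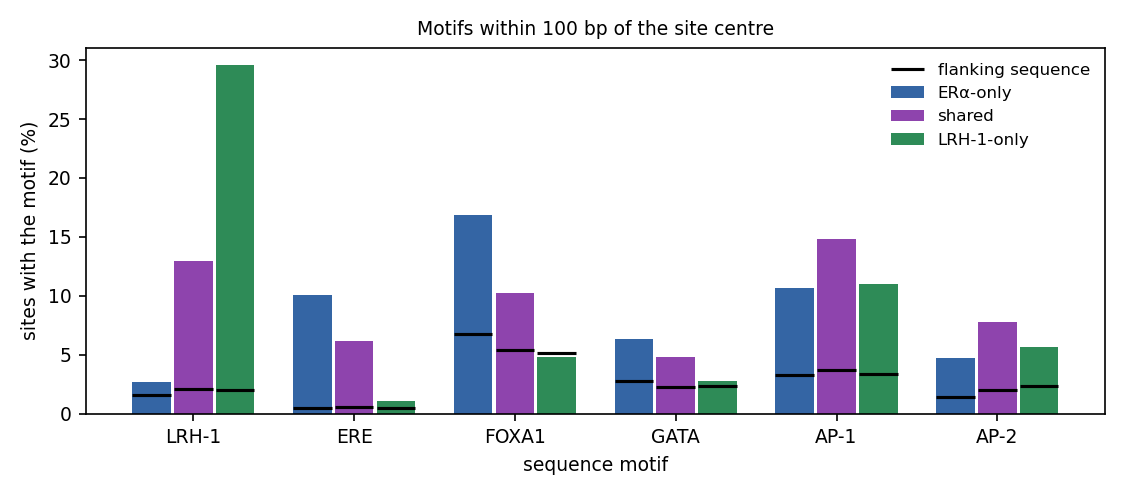
Bars show the share of ERα-only, shared and LRH-1-only sites (%, y axis) with each of 6 motifs within 100 bp of the midpoint, and black lines the share in flanking windows. From ERα-only to LRH-1-only sites the LRH-1 motif rises from 2.73% to 29.6% and the ERE falls from 10.1% to 1.08%.

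Oestrogen response genes and luminal transcription factors were close to both receptors. A siControl ERα site was proximal to 26 of 28 oestrogen response genes, against 12 in random lists (permutation test, adjusted p = 9.0e-04), and an HA-LRH-1 site to 20, against 9.27 (adjusted p = 0.00162). This list includes TFF1, NRIP1, PDZK1, AGR3 and RET, where the study had already reported ERα and LRH-1 binding. Their part in these counts is therefore not independent of the study's own results. The highest-ranked ERα site of this list lay in PGR (progesterone receptor), in 3′ UTR sequence. It led only because its score in siControl replicate 2 was 3187, against 3100 in the other ERα lists. Next came 11 genes tied at a strength of 96.9 (CELSR2, CTSD, GREB1, HSPB8, IGFBP4, MYB, PDZK1, RARA, TFF1, TPD52L1 and XBP1). The highest HA-LRH-1 scores lay near PDZK1, XBP1, CELSR2 and TPD52L1. EGR3 and CXCL12 had no siControl site. Of 14 luminal transcription factors, 13 had a siControl ERα site (6.82 in random lists, adjusted permutation p = 0.00162) and 11 an HA-LRH-1 site (4.95, adjusted p = 0.00450). ESR1 (the gene of ERα), FOXA1, MYB, PBX1, TLE1 and XBP1 tied at the top of this list for ERα, and TLE1, XBP1, PBX1 and TFAP2C led it for LRH-1. TBX3 had no siControl site. The luminal calls depended on the gene window, as given in the next paragraph.

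Genes known as LRH-1 targets were close to HA-LRH-1 sites more often than genes of random lists. Housekeeping genes had an HA-LRH-1 site nearly as often (57.1%) as the metabolic and steroid targets (57.9%), so this nearness was not particular to those targets. All 4 cell cycle targets had an HA-LRH-1 site (1.11 in random lists, adjusted permutation p = 0.0212), with scores of 355 at CDKN1A, 299.5 at CCND1, 131 at CCNE1 and 89.6 at MYC. Of 19 metabolic and steroid targets, 11 had one (5.67 in random lists, adjusted permutation p = 0.0258), led by NR0B2 (the corepressor SHP), POU5F1, SCARB1 and CETP. ERα sites were proximal to 11 of the metabolic targets (adjusted permutation p = 0.0966), led by FASN, SCARB1, POU5F1 and APOA1, and to 3 of the cell cycle targets (MYC, CDKN1A and CCND1; adjusted p = 0.170). Among 11 retinoid pathway genes, 9 had an ERα site (adjusted permutation p = 0.0258), led by RARA, RXRA, STRA6 and DHRS3, and 7 an HA-LRH-1 site (adjusted p = 0.0889), led by RXRA, STRA6, RARG and RBP1. With a window of 50 kb around the gene the luminal list (adjusted permutation p = 0.166 for ERα and 0.193 for LRH-1), the metabolic targets (0.193), the cell cycle targets (0.195) and the retinoid list (0.484) no longer passed. With a window of 3 kb around a start the HA-LRH-1 calls of the luminal (adjusted permutation p = 0.257), metabolic (0.257) and cell cycle lists (0.128) and the ERα call of the retinoid list (0.0693) were lost, and the retinoid call was also lost without replicate 2 (0.223) and with peaks of either replicate (0.296).

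The remaining lists did not pass with the proximal rule. Of 14 receptor coregulators, 10 had an ERα site (adjusted permutation p = 0.494; NCOR2, NRIP1, NCOR1 and CARM1 led) and 8 an HA-LRH-1 site (adjusted p = 0.309; KAT2B, CITED2, NRIP1 and NCOA3 led). NCOA3 held 12 HA-LRH-1 sites and 0 siControl ERα sites, in a segment of chromosome 20 (46 to 47 Mb) where only 6.45% of LRH-1-only sites had an LRH-1 motif. Of 14 housekeeping genes, 7 had an ERα site (adjusted permutation p = 0.367; GAPDH, YWHAZ, ACTB and TBP led) and 8 an HA-LRH-1 site (adjusted p = 0.0778; GUSB, ACTB, YWHAZ and UBC led), which passed with windows of 50 kb (0.0229) and 3 kb (0.0124). Of 12 muscle genes, 3 had an ERα site (DES, MYOG and NEB; adjusted permutation p = 0.976) and 1 an HA-LRH-1 site (MYOG; adjusted p = 0.988). Of 12 basal and mesenchymal genes, 4 had an ERα site (TP63, FOXC1, CDH3 and CAV1; adjusted permutation p = 0.976) and 5 an HA-LRH-1 site (TP63, CD44, CDH3 and KRT5 led; adjusted p = 0.515). With siLRH-1 sites the oestrogen response list (25 of 28) and the luminal list (13 of 14) passed with adjusted permutation p = 9.0e-04, although the luminal list no longer passed at 50 kb (adjusted permutation p = 0.103), while the retinoid list (8 of 11) had adjusted p = 0.0607 and the other lists lay between 0.141 and 0.976. The retinoid list passed with siLRH-1 sites under each of 5 alternatives (adjusted permutation p from 0.0103 to 0.0463), and the metabolic targets did at 50 kb (0.0427).

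The number of ERα peaks moved in opposite directions in the replicates after LRH-1 depletion. It fell by 32.3% in replicate 1 and rose by 11.6% in replicate 2. The mean was 39424 ± 10592 peaks in siControl and 33693 ± 2750 in siLRH-1 cells (SD, n = 2), a ratio of 0.855. The exact permutation test gave p = 0.667, and the smallest p that 2 libraries against 2 allow is 0.333. Peaks missing from the shorter list of a replicate were mostly weak, with 86.8% below the median score of the longer list in replicate 1 and 98.8% in replicate 2.

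**Figure D4:**
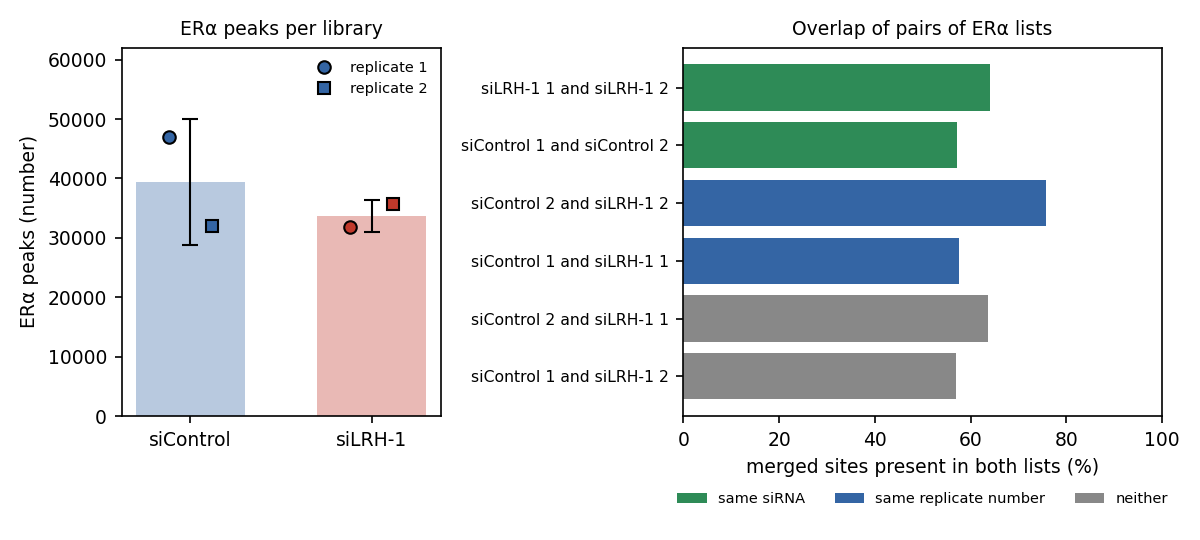
Left, ERα peaks per library (number), with bars for the mean of each siRNA group, error bars for the SD (n = 2) and points for the replicates; right, merged sites present in both lists of a pair (%), for all 6 pairs of ERα lists. Peak number fell by 32.3% in replicate 1 and rose by 11.6% in replicate 2.

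Most ERα sites were still called after LRH-1 depletion. Of 28416 siControl sites, 22877 (80.5%, 80 to 81%) were kept, and the siLRH-1 consensus held 26040 sites, 8.36% fewer. Of the 5539 sites not kept, 4310 (77.8%) still had a peak in 1 siLRH-1 list, and 1229 (4.33% of all) were lost from both. The siLRH-1 lists gained 570 sites (2.19%). Within a replicate, 61.3% of siControl peaks were found with siLRH-1 in replicate 1 and 91.0% in replicate 2. Between the siControl lists, which differ in length, 61.3% of replicate 1 peaks were found in replicate 2 and 90.2% of replicate 2 peaks in replicate 1. Of merged sites, the siControl lists shared 57.1%, the replicate 1 pair of siControl and siLRH-1 57.5% and the replicate 2 pair 75.7%. Of 53983 merged ERα sites, 42.2% were in all 4 lists and 21.9% in siControl replicate 1 alone.

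Lost sites were weak, with a median strength of 24.2 against 67.4 for kept sites. The strongest lost sites were nearest to RPS24 (chromosome 10, 79945152 to 79945916, strength 63.4), TNFRSF1B (chromosome 1, 12208152 to 12208919), FLYWCH1, SPACA5, MRGPRD, RBPMS, COBL, OPA1, HOXC11 and UVRAG. The strongest gained site was nearest to SULF2 (chromosome 20, 46414516 to 46422515, strength 89.0), in the same 46 to 47 Mb segment as NCOA3. The others were nearest to ASCL1, IBSP, CBLB, CDH6, TRIL, TBX2, STK17B, KCNJ3 and CEMIP2. Promoters held 9.52% of lost sites, 5.42% of kept sites and 2.46% of gained sites. An HA-LRH-1 site was present at 9.60% of lost, 13.0% of kept and 1.75% of gained sites. By Fisher's exact test gained sites held LRH-1 less often than lost sites (odds ratio 0.168, p = 4.19e-11). Lost sites held it less often than kept sites (odds ratio 0.708, exact p = 0.000329), in a test that did not hold strength equal although lost sites were weaker and weak sites held LRH-1 less often.

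ERα sites with an HA-LRH-1 site were kept more often than those without (86.3% of 3456 against 79.7% of 24960). Tagged LRH-1 was mapped in other transfected cells, so binding of the cells' own LRH-1 at these sites was not measured. The sites with HA-LRH-1 were also stronger, and at equal strength the order turned among weak sites. In the weakest decile 19.0% of sites with LRH-1 and 35.4% of sites without were kept, and in the next decile 42.3% and 51.0%. In the upper 5 deciles 98.9% and 98.1% were kept. The crude odds ratio was 1.61 (1.45 to 1.78), and over strength deciles it was 0.783 (0.688 to 0.890, p = 0.000231, n = 28416 sites). With GC content added to the strata, an alternative chosen after the data were seen, the odds ratio was 1.05 (0.920 to 1.20). Its interval also included 1 with midpoints within 250 bp (0.932) and with scores of at least 100 (0.906). Between the siControl lists, with no knockdown, the odds ratio was 0.825 (0.751 to 0.906) for replicate 1 peaks found in replicate 2 and 3.42 (2.73 to 4.30) for replicate 2 peaks found in replicate 1.

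Near oestrogen response genes 88 of 108 siControl ERα sites (81.5%) were kept, and near retinoid pathway genes 26 of 34. At equal strength these lists fell below other sites, with odds ratios of 0.404 (0.205 to 0.795) and 0.213 (0.0668 to 0.680), each with adjusted p = 0.0456 in Mantel-Haenszel tests against the rest of the 28416 sites (n = 108 and n = 34 list sites). GREB1 kept 9 of 13 sites and CCND1 1 of 3, while IL17RB and ALDH1A3, singled out after their values were seen, kept 0 of 2 each. Most sites not kept still had a peak in a siLRH-1 list. Only 3 oestrogen response sites and 0 retinoid sites were lost from both lists, with 0 lost at IL17RB and at ALDH1A3. With GC content in the strata neither gene list passed (odds ratios 0.510 and 0.308). The oestrogen response value also missed the threshold without replicate 1 (0.745), the retinoid value did with a 3 kb window (0.577), and both did with a 50 kb window (0.669 and 0.566).

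At the study's loci the strongest ERα sites were called in every ERα library. At TFF1, an oestrogen-induced gene also called pS2, the promoter site (chromosome 21, 43786073 to 43787703) and an upstream site (43795264 to 43797697) held HA-LRH-1 peaks with scores of 472 and 372. NRIP1, a receptor corepressor, had HA-LRH-1 at intronic sites at chromosome 21, 16377324 to 16378296 and 16375414 to 16376334, but not at its promoter site (16437455 to 16438456). At PDZK1 the promoter site (chromosome 1, 145725907 to 145727928) had an HA-LRH-1 score of 1132. RET had HA-LRH-1 at an intronic site (chromosome 10, 43577198 to 43578338) and at a coding exon (43605862 to 43607560). GREB1 had it at 11638044 to 11639666 of chromosome 2 and at a promoter site from 11670529 to 11674685, but not at another promoter site from 11679068 to 11680647. AGR3 (chromosome 7, 16919863 to 16920836) and the 3 ELOVL2 sites (the promoter site at chromosome 6, 11045474 to 11047794) had ERα in all 4 lists and no HA-LRH-1 peak. For AGR3 this differs from the study, which reported LRH-1 at its ERα binding regions and named ELOVL2 as a site without it. Here only 1 HA-LRH-1 library and proximal sites were used. A peak list also cannot show signal under the calling threshold, which the study reported for LRH-1 at further ERα sites. ELOVL2 also held an HA-LRH-1 peak with no ERα peak (11016721 to 11017068, score 75.45).

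Across these 7 loci 26 of 32 siControl sites were kept, including all 10 that held HA-LRH-1. The 6 that were not kept comprised 4 at GREB1, 1 at AGR3 and 1 at RET. Presence in a list says nothing of intensity, and the strongest of these sites lie in deciles where nearly every ERα site was kept.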

Values the study reported

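The study reported 4876 binding sites for tagged LRH-1 in MCF-7 cells. Of these, 1723 (35%) were shared with ERα. The study's figure legend places that ERα ChIP-seq in cells transfected with HA-LRH-1, while the ERα sites used here came from siControl cells. The study also required LRH-1 peaks in both replicates, a rule that could not be applied here. The study's share and the one found here therefore rest on different ERα samples and different sets of LRH-1 sites. Knockdown of LRH-1 was reported to lower the intensity of ERα binding by about 50%.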

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

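Strata by GC content, by promoter location and in 50 steps of strength were chosen only after the results were seen. Of 140 alternative values over 28 results, 16 could not change, since settings of ERα replicates leave the single HA-LRH-1 list as it was and mismatches of the ERE leave the LRH-1 motif as it was. Of the other 124, 98 were scored as unchanged, while 20 no longer passed, 4 reversed and 2 moved. Unchanged meant the same direction and side of the threshold, or a move within a set tolerance. The count overstates stability. For the share kept the tolerance was the SD of its within-replicate values (21.0), so 61.3% against 80.5% counted as unchanged. A fall from 9 to 6 passing list pairs did too, although the pairs themselves changed. ERα peak numbers could not reach p under 0.05, so only a reversal could count there. The ratio of ERα peak numbers (siLRH-1 over siControl) ranged from 0.677 to 1.12 when either replicate was left out, and it reversed without replicate 1. The share of siControl sites kept ranged from 61.3% to 91.0% when either replicate was left out. HA-LRH-1 was present at 22.6 to 23.6% of the strongest ERα decile, against 25.5% with both replicates.

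The odds ratio of being kept with LRH-1 at equal strength depended on the processing. It was 0.932 with midpoints within 250 bp and 0.906 with scores of at least 100, where its interval included 1, and the cause was not tested. It was 0.655 with peaks of either replicate, 0.768 with 50 strata and 0.805 with promoter location in the strata. It reversed to 1.61 without strength strata, since sites with LRH-1 were stronger, and to 1.05 with GC content in the strata. Near oestrogen response genes the odds ratio of being kept ranged from 0.178 to 0.745 over the alternatives, and near retinoid genes from 0.173 to 0.577. A window of 50 kb around genes left 6 passing pairs of list and set of sites in place of 9, namely the oestrogen response list with each set of sites, the metabolic and retinoid lists with siLRH-1 sites and the housekeeping list with HA-LRH-1 sites, of which only the oestrogen response pairs had passed before. HA-LRH-1 sites stayed above random overlap with ERα under every alternative, at 21.3 to 40.6%.

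The labels do not say that a replicate number marks a shared culture or day, although the lists of a replicate share an input. With the replicate number as a block, the ratio of peak numbers was 0.869, the share kept was 76.2% and the odds ratio was 0.769 (0.709 to 0.833). The block with GC content in the strata gave 1.09 (1.00 to 1.18), a reversal. Lists with the same number shared 57.5% and 75.7% of merged sites, lists of the same siRNA 57.1% and 64.0%, and lists with neither in common 57% and 63.7%. Read depth was not in the files used here, so differences in the number of weak peaks could not be scaled for it.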

Other observations

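The tests of motifs at lost and gained sites, and those of peaks inside NR5A2, were chosen only after the results were seen. Gained ERα sites differed in sequence from lost sites. The FOXA1 motif was present at 34.4% of gained and 12% of lost sites (odds ratio 3.86, adjusted p = 6.43e-27 by Fisher's exact test over 6 motifs), and the GATA and AP-1 motifs at 10.4% and 15.3% of gained against 4.80% and 9.36% of lost sites. The ERE was present at 1.05% of gained and 8.46% of lost sites (adjusted exact p = 2.85e-11), and the LRH-1 motif at 0.877% and 5.53% (adjusted p = 5.53e-07). The AP-2 motif did not pass (2.46% and 4.31%, adjusted exact p = 0.0605). Gained sites had a mean GC content of 37.1% and lost sites 49.3%, and over GC quintiles the FOXA1 odds ratio was 2.25 (1.66 to 3.07).

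Within replicates, sites called only with siLRH-1 also held the FOXA1 motif more often than sites called only with siControl, at 26.5% against 10.1% in replicate 1 and 20% against 14.5% in replicate 2. Promoters held 8% of siControl-only and 4.29% of siLRH-1-only sites in replicate 1, and 7.47% and 5.87% in replicate 2. Among sites in a single ERα list, siControl replicate 1 stood apart for the FOXA1 motif, at 8.06% against 19.5% in siControl replicate 2, 23.5% in siLRH-1 replicate 1 and 22.0% in siLRH-1 replicate 2. Promoters held 8.50%, 5.66%, 3.34% and 7.51% of the sites in these lists alone.

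ERα sites with LRH-1 were kept less often than others at equal strength (odds ratio 0.783). Between lists of the same siRNA the odds ratio was 0.825 for siControl replicate 1 peaks found in replicate 2, but 3.42 in the opposite direction and 1.15 and 1.74 between the siLRH-1 lists, and with GC quintiles in the strata these values were 1.37, 2.21, 1.44 and 1.51, all above 1, so whether ordinary variation between libraries accounts for the deficit stays open. GC content is a candidate explanation, since the odds ratio moved from 0.783 (0.688 to 0.890) to 1.05 (0.920 to 1.20) with GC quintiles in the strata, and occupied sites had the higher GC content. An effect of the knockdown itself stays open, since siLRH-1 sites with LRH-1 were found among siControl sites at an odds ratio of 2.16 (1.79 to 2.62), or 1.55 (1.28 to 1.89) with GC quintiles, which met the prediction written for it (at least 1). Both predictions, for ordinary variation and for the knockdown, were met as written and were judged too weak only after the values were seen, because comparisons with no change of siRNA ranged from 0.825 to 3.42.

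All HA-LRH-1 peaks inside NR5A2 lay on coding exons (100% of 7), and 7 of its 8 coding exons held one. DNA of the transfected plasmid, which carries the LRH-1 coding sequence, may account for these peaks. Binding of tagged LRH-1 to its own gene would place peaks on coding exons no more often than elsewhere, but among LRH-1-only sites inside other genes 18.1% of 5067 did so (Fisher's exact test, p = 6.47e-06). The vector list also had a peak on the last coding exon (chromosome 1, 200142924 to 200144497, score 232), which is left open.

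Some HA peaks gathered in a few chromosome segments. Of 114 vector peaks without an HA-LRH-1 peak, 43.0% lay within 1 Mb of another vector peak, against a mean of 25.6% and a highest value of 40.4% in 1000 random placements, and 38 of all 186 lay on chromosome 17. The 9 bins of 1 Mb with at least 3 vector peaks held 46 vector peaks and 107 LRH-1-only sites (1.25% of these), or 11.9 LRH-1-only sites per Mb against 2.75 elsewhere, and 12.7 siControl ERα sites per Mb against 9.17. An LRH-1 motif was present at 12.1% of the LRH-1-only sites there against 29.8% elsewhere (odds ratio 0.326, p = 2.55e-05 by Fisher's exact test). Amplified segments of the MCF-7 genome may account for part of the vector peaks and for some LRH-1-only sites. Copy number was not measured and no biological explanation was tested. The bins were picked by vector peaks, so the share of LRH-1-only sites concerned is not known. The densest bin of these sites (chromosome 20, 46 to 47 Mb, 31 sites, 6.45% with the motif) held 1 vector peak and was not among the 9. In the next densest (chromosome 9, 130 to 131 Mb) 44.8% of 29 sites held the motif.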
